A study of Ovis aries with 30 samples. Its data were reported in "A Transcriptomic Model of Postnatal Cardiac Effects of Prenatal Maternal Cortisol Excess in Sheep" (2019).

How the data were processed

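Epicardial adipose tissue, the fat on the outer surface of the heart, was profiled in 30 sheep on a 1-colour Agilent sheep expression array with 15744 spots. The labels place the samples in 4 groups: 8 Control fetuses at term, 6 CORT fetuses whose ewes received cortisol at 1 mg/kg per day, 7 Control lambs aged 2 weeks, and 9 CORT lambs of the same age whose ewes received 0.5 mg/kg per day during pregnancy. Cortisol infusion began on gestational day 115. The ewes were infused and the offspring were not. The study describes twins among the lambs of both treatments, the labels do not say which lambs share a ewe, and every test here treats the lambs as independent. Because the doses differed between the ages, a difference between the cortisol effects of fetuses and lambs is a difference between 2 exposures and not of age alone. The paper also describes the ewes of the lambs as infused overnight only, and the model with 1 mg/kg per day as continuous. Infusion ended at delivery, so the lambs were sampled some time after exposure, and stillborn CORT lambs are absent from the lamb group.

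Per the file headers, the scanner files hold the mean foreground intensity and the median local background intensity of each spot, extracted with Feature Extraction 10.1.1.1, together with an intensity that the software had already corrected. The authors also deposited a matrix of normalized values on the log2 scale, made with background correction and quantile normalization in limma. In that matrix the values of the 16 lamb arrays followed the scanner values (Spearman rho across probes from 0.999422 to 0.999829 on 11828 probes), and those of the 14 fetal arrays did not (rho from -0.00837 to -0.00386 on 9119 probes). All results were therefore computed from the scanner intensities, and the deposited log2 values of the lambs served as an alternative.

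The arrays lay on 4 slides of at most 8 arrays, each scanned once. Fetuses were on 2 slides and lambs on the other two, with both treatments on every slide, so that age is nested in slides and treatment is not. Depth was judged from signal over background. Median foreground intensity per array ranged from 132 to 240 against a median local background of 34 to 46. The scanner software placed between 70.4% and 83.5% of the spots of an array well above background, and at most 1 spot per array was saturated.

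Background was corrected with limma 3.58.1 in R 4.3.3 by the normexp method with an offset of 50. The 30 arrays were quantile normalized together on the log2 scale after spots that the scanner software marked as outliers had been removed, between 3 and 17 per array. Repeated spots of a probe were averaged, which applied to 50 probes spotted 5 times each. Of 15008 probes, 12837 were at least 10% brighter on the linear scale than the 95th percentile of the 77 negative control spots on at least 6 arrays, 6 being the size of the smallest group, and were tested. Correlations and regroupings used the 12771 probes with a value on every array.

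Only 1656 probes (11.03%) could be given a gene name from the array's own annotation and the reference gene table (assembly ARS-UI_Ramb_v3.0), for 1023 different names. Of the tested probes, 1353 were named and stood for 883 genes. The other probes enter the counts and not the gene lists. A gene with several probes is represented by the probe with the highest mean over the 30 arrays.

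Each probe was tested with limma's lmFit and eBayes, two-sided, in 4 comparisons: CORT over Control lambs, CORT over Control fetuses, Control lambs over Control fetuses (maturation), and the cortisol effect in lambs less that in fetuses. Only the compared groups entered a fit. Probes past a Benjamini-Hochberg adjusted p of 0.05 and past an unadjusted p of 0.05 were both counted, since the authors called genes at the unadjusted level. The groups, comparisons, tests, alternatives and gene lists and the rule for naming genes were fixed before the data were examined. That rule names 26 genes fixed in advance, of which 12 had a named probe that was tested, and in each comparison the 5 named genes with the largest rise and the 5 with the largest fall among those past the adjusted threshold, filled up by the smallest unadjusted p where fewer passed. For each of these genes in the 3 comparisons of 2 groups, every split of the compared animals into groups of the same sizes gave an exact two-sided permutation p for the difference between the means.

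Of 19 gene lists, 13 had at least 5 tested probes and were tested with limma's camera (preset correlation 0.01, two-sided), adjusted over all 52 tests of lists in the 4 comparisons. Several probes of a gene entered a list as separate members. The endothelial list held 11 probes of 5 genes and the study-picked angiogenesis list 11 probes of 3. The lymphocyte and thymus and the fatty acid oxidation lists each held 5 probes of 3 genes. Camera's preset treats such probes as nearly independent, so its p-values are too small where probes of a gene move together. Some lists, and most of the fixed genes, hold genes that the study picked on these lamb arrays. In lambs, and in the difference between the ages, they are not independent evidence. Correlations between the effects of different comparisons were computed across probes, with an exact permutation of the treatment labels that keeps shared control animals in the null distribution, since probes are not independent replicates.

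The procedure was tested on simulated data, in which 200 of 12771 probes were given a change. A change of 1 on the log2 scale was recovered past the adjusted threshold for 97% of the changed probes in lambs, 93.5% in fetuses, 96% in maturation and 86% in the difference between the ages. For a change of 0.5 the shares were 69.5%, 65%, 72.5% and 40%. The simulated values were drawn independently for each probe, from the real probe means and SDs within groups. All changes were of equal size and were added after normalization. Real probes share variation, with 20.7% of the variance within groups on the first principal component. The shares also depend on the number of changed probes, so they do not show how many real changes were missed.

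The alternatives were the corrected intensity of the scanner software scaled to the 75th percentile, a normexp offset of 16, scaling to the 75th percentile or cyclic loess in place of quantile normalization, keeping outlier spots, no filter on dim probes, a filter 10% above the negative controls on the log2 scale, a filter on the well-above-background mark, normalizing only the compared arrays, slide as a block (statmod 1.5.0 for the random block in maturation), all 30 arrays in the fit, array weights, a trended and robust prior variance, the replicate number as a block, the deposited lamb values, leaving out each animal in turn, and for gene lists fry and an estimated correlation. Myoglobin (MB) and fast troponin C (TNNC2) levels as covariates were added after the data had been seen. For each comparison, 100 splits of the animals, the real one included, were drawn with a fixed seed and fitted in the same way. In each group of up to 9 animals, the named genes were searched with Dixon's rule for 1 animal far from the others.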

Results

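In the scanner data of 30 arrays, the first principal component held 42.9% of the variance and separated the ages, with fetuses between -40.3 and -19.6 and lambs between 9.70 and 32.4. Correlations between arrays of the same group lay between 0.961 and 0.994, and no pair of arrays held identical values.

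In CORT lambs (n = 9) compared to Control lambs (n = 7), limma called 0 probes higher and 0 lower at an adjusted p under 0.05 among 12837 probes. At an unadjusted p under 0.05, 211 probes were higher and 246 lower, 3.56% of those tested. Among the alternatives that keep all animals, array weights moved these counts most, to 393 higher and 378 lower, with 0 probes past the adjusted threshold. The number of probes also rested on single animals: 103 were higher without Control lamb 1 and 391 were lower without Control lamb 6. Among 100 splits of the 16 lambs, 63 gave at least as many probes as the real split.

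Lactotransferrin (LTF), represented by 1 probe, had the smallest p among the 12 fixed genes in lambs. Its mean log2 intensity (± SD) was 9.03 ± 0.36 in Control lambs and 8.13 ± 0.40 in CORT lambs, a change of -0.90 (SE 0.18), and all 9 CORT lambs lay below the Control mean (exact two-sided permutation p = 0.00035). The limma p adjusted over all probes was 1.00, and it was 0.00119 adjusted over the list alone. Across the alternatives the change ranged from -1.20 to -0.89, with adjusted p over all probes from 0.250 to 1.00. In fetuses LTF was 7.39 ± 0.48 in the Control group and 7.63 ± 0.25 in the CORT group.

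Adjusted over the list alone, 4 of the 12 fixed genes passed in lambs and 0 passed over all probes by limma. Besides LTF, these were FLT1, with a change of 0.23 (SE 0.08, list p 0.0348), SOD2, with -0.40 (SE 0.14, list p 0.0348), and ACLY, with -0.85 (SE 0.32, list p 0.0499). Exact permutation gave p = 0.00577 for FLT1, 0.0156 for SOD2 and 0.0332 for ACLY. With these exact p-values adjusted over the list alone, LTF (0.0042) and FLT1 (0.0346) passed, and SOD2 (0.0626) and ACLY (0.0997) did not. Under the scanner software's own corrected intensity 1 gene passed, as under cyclic loess and with all 30 arrays in the fit. It was also 1 in 8 of the fits that left out 1 lamb and 6 without CORT lamb 9. The other probes of FLT1 changed by 0.01 and 0.16. KDR rose by 0.33 and PLIN2 fell by 0.69 (both list p 0.105), and MMP14 changed by -0.01. The values of KDR and MMP14 are those of the brightest probe of each gene. Their other probes entered the angiogenesis list below, where most probes were higher, so MMP14 is not shown to be unchanged. Without Control lamb 1 the change of KDR was 0.20. The study had picked most of these genes on the same lamb arrays, so the list result is not independent.

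Outside the fixed genes, the named genes with the smallest p in lambs were HSP70.1, LEF1, GAL and FOS among those that rose and ALDH1A1, DOHH and UGT1A9 among those that fell. HSP70.1 changed by 0.58 and FOS by 0.52, ALDH1A1 by -0.35, DOHH by -0.21 and UGT1A9 by -0.69. LEF1 was well above background in 0 of the 7 Control lambs and 3 of the 9 CORT lambs. Its bound of at least 1.08-fold higher in CORT lambs therefore rests on a group that was itself mostly dim. GAL changed by 0.28 and was well above background in 2 of the 7 Control lambs and 7 of the 9 CORT lambs. The exact permutation p-values of these 7 genes ranged from 0.00367 to 0.0253, and no named gene had a limma adjusted p under 0.05.

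**Figure D1:**
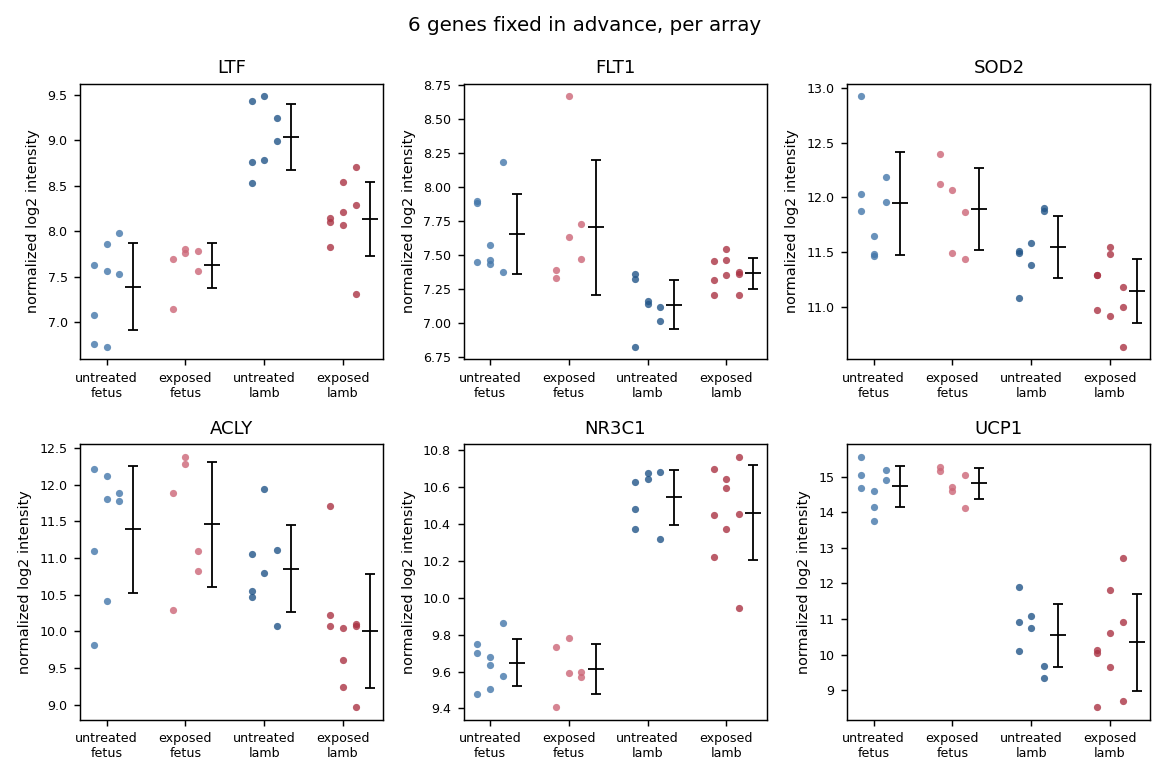
Normalized log2 intensity of 6 fixed genes in the 4 groups, with 1 point per array and bars for mean ± SD. LTF averaged 9.03 in Control lambs and 8.13 in CORT lambs, and UCP1 averaged 14.73 in Control fetuses and 10.54 in Control lambs.

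In CORT fetuses (n = 6) compared to Control fetuses (n = 8), limma called 0 probes in either direction at an adjusted p under 0.05. At an unadjusted p under 0.05, 157 were higher and 147 lower (2.37%). Scaling to the 75th percentile moved the higher count most, to 1333 with 205 lower, and it moved the median change of all probes by 0.27. The lower count was 275 under cyclic loess and 298 without Control fetus 2. Of the 100 splits of the 14 fetuses, 86 gave at least as many probes as the real split. Adjusted over the list alone, 0 of the 12 fixed genes passed in limma and 0 had an unadjusted p under 0.05, with a smallest list p of 0.874. LTF changed by 0.23 in fetuses. The named genes with the smallest p were FLT3LG (0.20), LOC100101238 (0.60), BMP6 (0.44), C5aR (0.37) and FCER1G (0.26) among the higher and GPD2 (-0.59), EM4e (-0.36), COX15 (-0.24) and SLIRP (-0.20) among the lower, given as log2 changes. GJB2 was well above background in 0 of the 6 CORT fetuses and 4 of the 8 Control fetuses. Its bound of at least 1.12-fold lower in CORT fetuses therefore rests on a Control group that was itself partly dim. Under 75th percentile scaling EM4e (0.13), COX15 (0.01) and GJB2 were higher instead. None of these named genes passed the adjusted threshold.

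Maturation changed more probes than either cortisol exposure. In Control lambs compared to Control fetuses, limma called 2608 probes higher and 2741 lower at an adjusted p under 0.05, 41.7% of those tested. With slide as a random block the counts were 2162 and 2236, and all 4398 were among the probes called without it. Scaling to the 75th percentile gave 4780 higher and 2236 lower and moved the median change by 0.14. Age and slide cannot be fully told apart, since no slide held both ages. The real split gave 5322 probes among those with a value on every array, and the highest count in any other of the 100 splits was 2338.

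**Figure D2:**
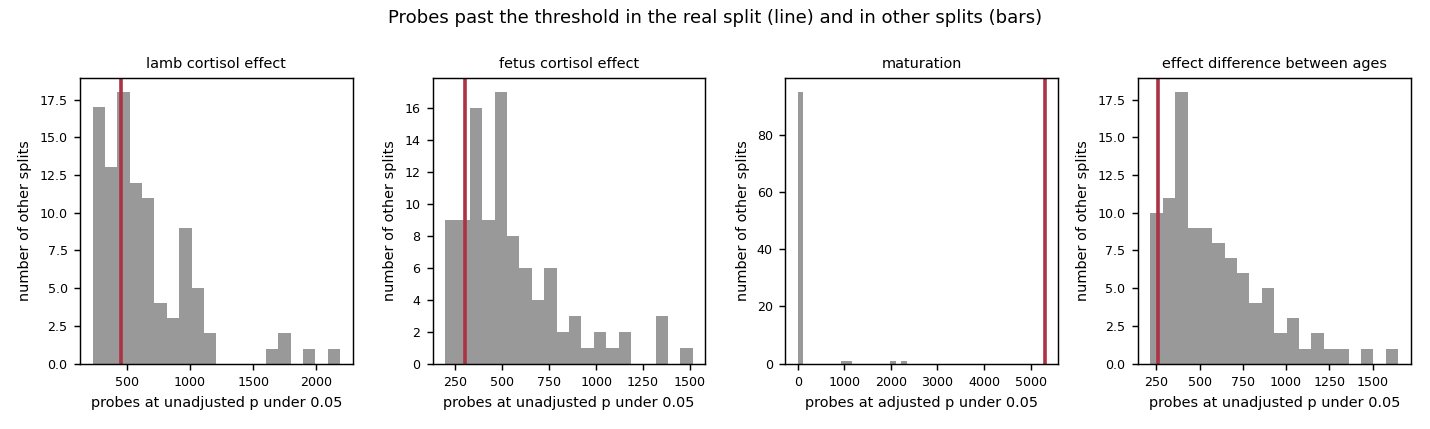
Histograms of the number of probes past the threshold in 100 splits of the animals of each comparison, with a line at the real split. The real count lay within the other splits for both cortisol effects and for their difference, and above all others for maturation.

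With maturation UCP1 fell by 4.19 (SE 0.35, adjusted p 1.67e-07), from 14.73 ± 0.58 to 10.54 ± 0.89. NR3C1 rose by 0.90 (SE 0.07, adjusted p 1.68e-07) and LTF by 1.64 (SE 0.20, adjusted p 9.21e-06). HSD11B1 (0.95), LEP (0.55) and MMP14 (0.53) were also higher and FLT1 (-0.52) lower, so that 7 of the 12 fixed genes passed over all probes and 8 adjusted over the list alone, the last being PPARG (list p 0.0483). The exact permutation p of PPARG adjusted over the list alone was 0.0639. The other probes of MMP14 changed by -0.40, 0.06 and 0.13. The largest rises among named genes were GSTA1 (2.88), LPL (1.81), MHCII-DRB1 (1.75), LOC100135684 (1.74) and TF (1.67), and the largest falls after UCP1 were BAC5 (-2.38), CATHL1B (-2.36), CPT1A (-2.18) and SLC25A5 (-2.06). BAC5 and CATHL1B were well above background in 4 and 3 of the 7 Control lambs, so the size and rank of their falls are uncertain. Across the alternatives their changes reached -4.17 and -4.24. All of the genes with the largest rises and falls kept their direction under every alternative run.

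For the cortisol effect in lambs less that in fetuses, limma called 0 probes at an adjusted p under 0.05, and 137 were higher and 125 lower at an unadjusted p under 0.05 (2.04%). Scaling to the 75th percentile gave 135 higher and 1521 lower, with the median change at -0.26. Of 100 splits, 96 gave at least as many probes. LTF differed by -1.13 (SE 0.28) and was the 1 fixed gene past the threshold adjusted over the list alone (0.0036). Among the other named genes RPL4 (0.25), PCNA (0.45), MET (0.29) and RPL34 (0.15) had positive differences and ALDH1A1 (-0.59), HK1 (-0.45), SLC66A2 (-0.29) and IGF-IIR (-0.37) negative ones, none past the adjusted threshold. LEF1 was well above background in 0 of 7 Control lambs and 1 of 6 CORT fetuses, so no size is given for its difference. MET was negative under 75th percentile scaling (-0.16), and RPL34 was negative under cyclic loess (-0.07).

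Camera called 3 gene lists in lambs, 3 in fetuses, 6 in maturation and 5 in the difference between the ages, each at an adjusted p under 0.05. The choice of set test moved these counts most. With an estimated correlation the counts were 1, 0, 1 and 1, and fry gave 1, 0, 8 and 1. The camera calls that held under both were the metabolic pathway genes that the study had picked, in lambs and in the difference between the ages, and in maturation fatty acid oxidation. Fry asks whether a list changed at all, and camera whether it changed more than the other probes. With 41.7% of probes called in maturation, passing fry there is a weak requirement.

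In lambs the metabolic pathway list had a median log2 change of -0.38, with 0 of 6 probes higher (adjusted p 5.24e-09, and from 3.80e-09 to 0.00235 across the alternatives). The endothelial list changed by 0.14, with 10 of 11 probes higher (adjusted p 1.70e-04, alternatives 4.59e-05 to 0.292). The angiogenesis genes that the study had picked changed by 0.10, with 9 of 11 higher (adjusted p 0.00114, alternatives 4.40e-04 to 0.428). The 11 probes of each list stand for 5 endothelial and 3 angiogenesis genes, so these are not tallies of independent genes. In fetuses extracellular matrix changed by 0.11 (adjusted p 0.0370, alternatives 0.0105 to 0.827), interferon by 0.16 (0.0369, 0.00682 to 0.708) and lymphocyte and thymus genes by -0.33, with 0 of 5 probes higher (0.00114, 1.28e-07 to 0.506).

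In maturation extracellular matrix rose by 1.09 (adjusted p 1.70e-04, alternatives 4.05e-05 to 0.506) and interferon by 0.93 (0.00650, 0.00178 to 0.506). Fatty acid oxidation fell by 1.18 (9.01e-04, 4.90e-08 to 0.0291), brown adipocyte genes fell by 1.17 (0.0125, 4.52e-06 to 0.292), oxidative phosphorylation fell by 0.97 (0.00852, 8.41e-04 to 0.601) and endothelial genes fell by 0.36 (0.0125, 0.00174 to 0.602). In the difference between the ages, camera called the cell cycle (0.19), endothelial (0.18), lymphocyte and thymus (0.38) and study-picked angiogenesis (0.16) lists as higher and the study-picked metabolic list (-0.45) as lower, with adjusted p from 1.93e-07 to 0.0370 over these 5 lists. FLT1 and KDR are members of both the endothelial and the angiogenesis list, and CPT1B of both the fatty acid oxidation and the brown adipocyte list. Adipocyte, lipogenesis and the list of single genes that the study discussed passed in no comparison with camera. In maturation fry called adipocyte (adjusted p 0.0400, with 0.0400 to 0.692 across the alternatives) and lipogenesis (0.00882, with 0.00882 to 0.706). In lambs camera's direction was opposite to the median for interferon (up, with a median of -0.13) and for the single genes (down, with a median of 0.01), and the adipocyte list had a median of 0.04 and a mean of -0.07. In fetuses it was opposite for brown adipocyte genes (down, with a median of 0.04) and lipogenesis (down, with a median of 0.02), and in the difference between the ages the adipocyte list had a median of 0.19 and a mean of -0.0055.

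Across probes, the effects of the comparisons were set against each other to ask whether cortisol exposure moved expression along the change with age. The cortisol effect in lambs and maturation had a Pearson r of 0.00 (exact permutation p = 0.372, adjusted over 3 relations 0.559) and a Spearman rho of 0.04 (p = 0.298 by the same permutation), with a median r of -0.17 over the permuted labels. The cortisol effect in fetuses and maturation had r 0.37 (exact permutation p = 0.120, adjusted 0.360) and rho 0.37 (p = 0.135 by the same permutation), with a median r of 0.14 over the permuted labels. For this relation cyclic loess gave an r of 0.57 (exact permutation p = 0.0173, adjusted 0.0519), and the probes called for maturation alone gave 0.52 (exact permutation p = 0.0280, adjusted 0.0839). With disjoint control animals for both effects r was 0.14 for lambs (permutation p = 0.348) and 0.15 for fetuses (permutation p = 0.182). The cortisol effects of lambs and fetuses had r 0.02 (exact permutation p = 0.871) and rho 0.08 (p = 0.438 by the same permutation).

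A few transcripts, chosen after their values had been seen, differed widely between animals of the same group. Myoglobin (MB) ranged from 9.61 to 16.89 in lambs and spanned 3.02 on the log2 scale in fetuses. Fast troponin C (TNNC2) was 17.20 in Control fetus 2 and at most 7.57 in the other fetuses. Albumin (ALB) ranged from 7.44 to 14.37 in lambs and from 6.83 to 13.72 in fetuses, and agouti signalling protein (ASIP) from 7.24 to 15.41 in lambs and from 13.20 to 15.11 in fetuses.

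**Figure D3:**
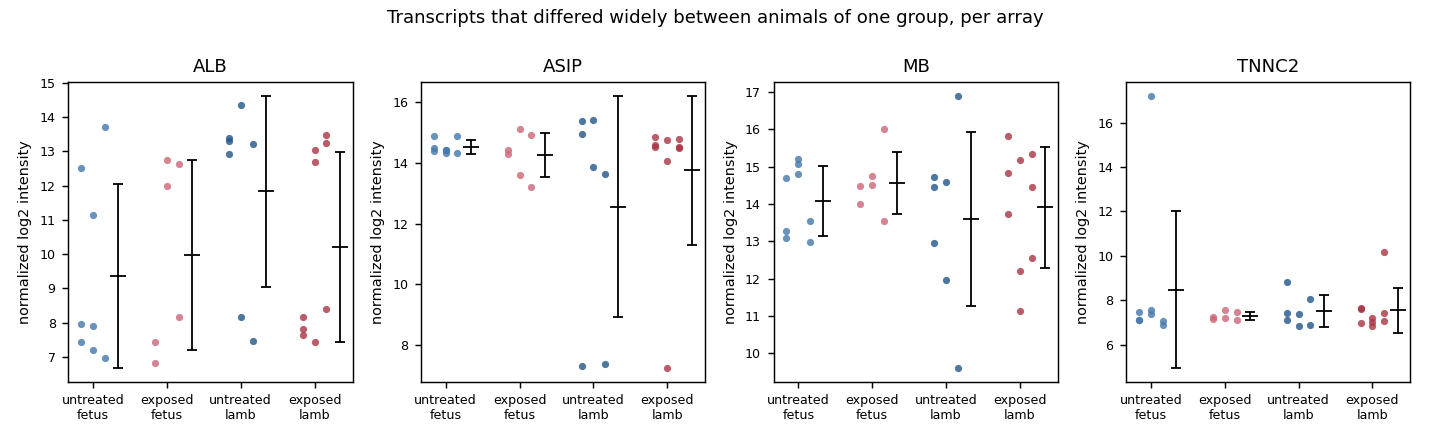
Normalized log2 intensity of ALB, ASIP, MB and TNNC2 in the 4 groups, with 1 point per array and bars for mean ± SD. Control fetus 2 alone held TNNC2 at 17.20, and ASIP lay between 7.24 and 7.37 in 3 lambs and at 13.20 or above on the remaining arrays.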

Values the study reported

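In the epicardial fat of lambs the study called 93 genes higher and counted 269 differentially regulated genes in all between CORT lambs (n = 9) and Control lambs (n = 7). It described NOTCH3, NOTCH4, KDR, FLT1, MEOX1 and MMP14 as raised by about 20–30% and named lactotransferrin as the gene most significantly reduced.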

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

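Among the tests below, the tests of spot defects, muscle, neutrophils and tissue dilution were chosen after the results had been seen, and the others were planned. Of 140 groups of values searched with Dixon's ratio (the gap between the farthest animal and its neighbour, divided by the range of the group), 11 had an animal beyond the 95% limit, and chance alone is expected to pass it in about 1 group in 20.

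The counts of probes and of gene lists were compared with those of other groupings of the same animals. For the cortisol effect in lambs, 63 of 100 splits gave at least as many probes and 56 at least as many gene lists as the real split. For fetuses these were 86 and 81, and for the difference between the ages 96 and 16. Lists were adjusted within the comparison here, where the real split of the fetuses had 1 list and not the 3 found with adjustment over all comparisons, and 41 splits had at least 3. Chance cannot be excluded for any of these counts. For maturation 1 split of 100, the real one, gave as many probes, which excludes chance, and 16 gave as many gene lists, which does not. The real split of maturation follows the slides, since no slide held both ages, and excluding chance there does not exclude slide. With slide as a random block 4398 probes passed.

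LTF differed between the ages in its response to cortisol, by -1.13 on the log2 scale, in a limma test of the difference itself (0.0036 adjusted over the list alone, 1.00 over all probes). The lamb part of this difference is not independent, since the study had picked LTF on these lambs. Slide does not account for the fall in lambs, since LTF changed by -0.92 with slide as a block. Fewer neutrophils were tested as a cause, because these cells hold much lactotransferrin in their granules. The neutrophil granule cathelicidins BAC5, CATHL1B and CATHL3 changed by a median of 0.22 with cortisol in lambs, near background there, and lysozyme (LYZ) changed by 0.02 (SE 0.24). Fewer neutrophils cannot be told apart from a lower LTF level per cell, because these transcripts are too dim or too variable in lambs to decide. With maturation LTF changed by 1.64, the cathelicidins by a median of -2.36 and LYZ by 0.25 (SE 0.21). The cathelicidins thus did not follow LTF across age, which does not decide the comparison of lambs. The paper also cites work in which adipocytes produce lactoferrin, a source not tested here. Dose, infusion schedule, time since infusion, survival of birth and age differ together between fetuses and lambs. A biological effect of any of these stays open and untested.

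Gene lists whose cortisol effect differed between the ages in camera were the cell cycle (0.19), endothelial (0.18), lymphocyte and thymus (0.38), study-picked angiogenesis (0.16) and study-picked metabolic (-0.45) lists. As 16 of 100 splits gave as many lists, chance is not excluded for their number. Only the metabolic list held under fry and under an estimated correlation, and its genes had been picked on these lambs. A biological cause through dose, infusion schedule, time since infusion, survival of birth or age was not tested.

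In 3 cases a second probe of the gene followed the far animal: GAL in Control lamb 7 (ratio 0.678), GSTA1 in Control fetus 7 (0.691) and CATHL1B in Control lamb 7 (0.640). The other probe deviated by at least 99.2% as much as the reported one, which excludes a spot defect. No biological explanation was tested for these animals.

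FLT1 in CORT fetus 5 (ratio 0.701), FOS in Control lamb 4 (0.672) and PCNA in Control lamb 1 (0.748) had further probes that followed by at most 31.5% of the deviation. A spot defect and a change in 1 transcript form that the other probes miss cannot be told apart here, because each gene was measured on this array alone. No biological explanation was tested. Without CORT fetus 5 the fetal change of FLT1 was -0.15 in place of 0.04, and without Control lamb 1 the difference between the ages in PCNA was 0.28 in place of 0.45.

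PPARG (ratio 0.665) and TF (0.629) were low in Control lamb 6, at -1.02 and -0.91 from the group median. On that array the 7 other tested adipocyte genes were all lower than the group median, by a median of -0.33, and MB was higher by 2.43, while 10 endothelial and matrix genes had a median deviation of 0. Of the 7, FABP4 alone fell as far as PPARG (-2.07), and PLIN1 changed by -0.33. More muscle and fewer fat cells as the cause of both low values cannot be told apart from others, because the fall of most adipocyte genes covers only a part of theirs and these genes moved apart. Without this animal the change of PPARG with maturation was -0.28 in place of -0.42. No biological explanation was tested.

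MHCII-DRB1 was low in Control fetus 2 (ratio 0.760), at -1.76 from the group median. That sample held fast muscle transcripts, and dilution by muscle was tested. The 18 adipocyte, endothelial and matrix genes deviated by a median of -0.49 and none by more than -1.01, so dilution cannot be the whole cause. No immune cell genes were among the 18, so fewer immune cells in that sample were not tested as a cause. Neither was a variant of this polymorphic gene.

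LTF was low in CORT fetus 4 (ratio 0.638) and ACLY high in CORT lamb 4 (0.540). Each gene has 1 named probe, so a spot defect was not tested. Without CORT lamb 4 the lamb change of ACLY was -1.06 in place of -0.85, and without CORT fetus 4 the fetal change of LTF was 0.33 in place of 0.23. That fetal change was 0.14 without Control fetus 2 and ranged from 0.12 to 0.75 across the alternatives. No biological explanation was tested.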

How the results depend on the processing

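The covariates MB and TNNC2 were the one test of this part chosen after the data had been seen, and the other alternatives were planned. For the counts and correlations that answer the comparisons, 324 of 358 values under alternatives kept to within 1.5 times the reported value or to its side of the threshold. For single genes 1185 of 1213 kept direction and call, 5 passed the adjusted threshold that the reported value did not pass, and 23 changed sign. All 5 were in maturation. They were PPARG under 3 alternatives (lowest limma adjusted p 0.0049), SOD2 under 1 (0.043) and KDR under 1 (0.035). For gene lists 351 of 403 kept direction and call, 27 no longer passed, 7 newly passed and 18 had another direction. The 7 were adipocyte and lipogenesis in maturation under fry, extracellular matrix in the difference between the ages under cyclic loess, fatty acid oxidation in lambs and the cell cycle in fetuses with MB and TNNC2 as covariates, and fatty acid oxidation and the cell cycle in lambs with the replicate number as a block. Except where stated, the cause was not tested.

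LTF kept its direction in every alternative and every fit without 1 animal, between -1.20 and -0.89 in lambs under the alternatives and between -0.99 and -0.80 without 1 lamb. Maturation kept its counts of probes to within 1.5 times except for the rising probes under 75th percentile scaling, 4780 at the adjusted and 5231 at the unadjusted threshold, where the median of all probes moved by 0.14.

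Scaling to the 75th percentile gave 1333 probes higher in CORT fetuses at the unadjusted threshold, with a median moved by 0.27, and 1521 probes with a negative difference between the ages, with a median moved by -0.26. The share of higher probes among those counted moved with the shift, to 86.7% in fetuses and 8.15% in the difference. It left 2 fixed genes past the list threshold in lambs. In fetuses it turned ACLY to -0.12, UCP1 to -0.21, LEP to 0.092, EM4e to 0.13, COX15 to 0.010 and GJB2, dim in CORT fetuses, to a fitted 0.58 whose size is not read. In the difference between the ages it turned FLT1 to -0.25, LEP to -0.036 and MET to -0.16, and LEF1, dim on most arrays, to a fitted -0.40 whose size is not read.

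Cyclic loess gave 378 probes higher and 275 lower in fetuses and 246 with a negative difference between the ages, left 1 fixed gene past the list threshold in lambs, and turned PPARG in fetuses to 0.049 and RPL34 in the difference to -0.068. In fetuses camera's direction or the median changed for oxidative phosphorylation (median 0.072), study-picked angiogenesis (-0.032) and the study's single genes (-0.032). Array weights gave 393 probes higher and 378 lower in lambs and 278 and 235 in the difference, and in fetuses turned ACLY to -0.13 and FLT1 to -0.0039. Slide as a block gave 222 probes lower in fetuses and changed camera's direction there for lipogenesis (median 0.024) and the single genes (-0.033). It left 4 lists called in the difference between the ages, where study-picked angiogenesis no longer passed. That list did not pass under cyclic loess either. All 30 arrays in the fit left 1 fixed gene past the list threshold in lambs, and the deposited lamb values left 2 and turned MMP14 to 0.037.

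The scanner software's corrected intensity left 1 fixed gene past the list threshold in lambs and turned MMP14 to 0.058 there. It gave an r of -0.020 (exact permutation p = 0.839) between the cortisol effects of lambs and fetuses in place of 0.02. For the cortisol effect in lambs against maturation, r lay between -0.026 and 0.017 under the other processing and filter alternatives. The corrected intensity gave -0.086 (exact permutation p = 0.370) in place of 0.00. In fetuses it changed camera's direction for brown adipocyte genes (median 0.033), endothelial genes (-0.080), study-picked angiogenesis (-0.047) and the single genes (-0.034), and in maturation for the study-picked metabolic list (-0.26).

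With MB and TNNC2 as covariates 230 probes had a positive and 215 a negative difference between the ages. The extracellular matrix and interferon lists, called in fetuses without these covariates, no longer passed there. In fetuses ACLY was -0.14 and SOD2 0.067, and camera's direction changed for brown adipocyte genes (median 0.020), study-picked angiogenesis (-0.0035) and the single genes (-0.0035). In maturation it changed for the cell cycle (median 0.0067) and in the difference between the ages for the single genes (-0.024).

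Fry left 1 gene list past the adjusted threshold in lambs, 0 in fetuses and 1 in the difference between the ages, and an estimated correlation 1, 0 and 1, with 1 in maturation. Both allow for the correlation that the genes of a list show in these data, which camera's preset does not. Fry also tests another hypothesis, that a list changed at all, so its calls and those of camera differ for more than 1 reason. Fry's direction for interferon in lambs was down, as is the median of -0.13, where camera's was up.

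The replicate numbers were checked for pairing before use as a block. Same-numbered animals had correlations of residuals from -0.06 to 0.41 (median 0.10) in the 7 pairs of lambs and from -0.19 to 0.42 (median 0.08) in the 6 pairs of fetuses. In the 7 pairs of maturation they lay between -0.23 and 0.24 (median 0.01). Differently numbered pairs were not compared, and same-numbered lambs and most same-numbered fetuses shared a slide. The values give no clear sign of pairing and do not exclude it. Twins within a treatment would not show in this check. With the replicate number as a block limma called 1 probe higher in fetuses, unnamed (0.76, adjusted p 0.0116), with 277 higher and 276 lower at the unadjusted threshold, and 235 and 244 in the difference between the ages. It left 1 fixed gene past the list threshold in lambs, turned MMP14 to 0.039 and NR3C1 to 0.0025 in lambs, FLT1 to -0.027 and UCP1 to -0.093 in fetuses and NR3C1 to 0.043 in the difference. In this block 5 lists passed in lambs, and the direction changed for extracellular matrix in lambs (median 0.015) and lipogenesis in fetuses (0.086).

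Leaving out 1 animal moved the lamb counts at the unadjusted threshold between 103 (without Control lamb 1) and 313 higher and between 175 and 391 (without Control lamb 6) lower. In fetuses between 0 and 1 probe was higher at the adjusted threshold, the 1 being the same unnamed probe without CORT fetus 2 (0.81, adjusted p 0.0207), and between 97 (without CORT fetus 5) and 298 (without Control fetus 2) were lower at the unadjusted threshold, with 248 without CORT fetus 3. The difference between the ages ranged from 93 to 223 probes up and from 92 to 197 down, both lowest without Control lamb 1 and highest without CORT lamb 1, and outside 1.5 times also without Control fetus 2 (213 up) and Control lamb 6 (189 down). Between 1 and 6 fixed genes passed the list threshold in lambs.

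For single genes whose sign changed without 1 animal, the lamb change of MMP14 ranged from -0.067 to 0.034 and of UCP1 from -0.49 to 0.031. In fetuses the ranges were -0.16 to 0.30 for ACLY, -0.20 to 0.023 for PLIN2, -0.15 to 0.091 for SOD2, -0.21 to 0.012 for KDR, -0.15 to 0.12 for FLT1, -0.062 to 0.22 for UCP1 and -0.067 to 0.0083 for NR3C1. PLIN2 in maturation ranged from -0.00087 to 0.25 and NR3C1 in the difference between the ages from -0.092 to 0.014. None of these genes had passed the adjusted threshold in the comparison concerned.

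Signal over background limits the dim probes, as between 70.4% and 83.5% of spots were well above background. LEF1 in Control lambs and GJB2 in CORT fetuses were not, and their cortisol effects are bounds. The groups they were compared with were also dim in part, which weakens these bounds. Slide as a block was not run for gene lists in maturation. The deposited fetal values were not used, so that alternative was not run for any result with fetuses, and disjoint controls were not run for the cortisol effects of lambs against fetuses, which share none.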

Other observations

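Except for the fit without Control fetus 2, which was planned, the tests in this part were chosen after the values had been seen.

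The number of probes higher in CORT lambs at an unadjusted p under 0.05 was 211. That is higher than the value quoted from the study above, which counts genes and not probes. The total in both directions was 457. That is also higher than the value quoted from the study above, again of genes.

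The deposited log2 values of the 14 fetal arrays did not follow the scanner values probe by probe, with a median profile correlation of 0.01 between a deposited entry and its own probe. The best matching scanner probe of each entry correlated with a median of 0.993, against 0.843 after the arrays had been shuffled within an entry, and was the entry's own probe in 11 of 9119 cases. The mean levels of the entries and their best matches had a Spearman rho of 0.985 across entries. The correlations between arrays were shared by both sources (Pearson r 0.987 over pairs of arrays), which argues against columns of other samples. These values are consistent with probe identifiers attached to other entries in the fetal part of the deposited matrix. No biological explanation applies.

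Control fetus 2 held fast skeletal muscle transcripts. TNNC2 was 17.20 against 6.90 to 7.57 in the other fetuses, MYL11 was 18.24 against 8.89 to 9.61, OMYHC2A 10.59 against 6.28 to 7.23 and OMYHC2X 10.20 against 6.24 to 7.02. A spot or scan defect is argued against by the pair of TNNC2 probes, whose rises on that array differed by 0.24. MYOD1, which marks skeletal and not heart muscle, was 0.75 above the highest other fetus, while MYF5 and MSTN lay within the range of the others. Skeletal muscle in the tissue sample is a candidate explanation. Without this animal the fetal cortisol comparison had 217 probes higher and 298 lower at an unadjusted p under 0.05, in place of 157 and 147.

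MB varied between animals of the same group, and 6 relations were computed from deviations from group means, 3 across 16 lambs and 3 across 14 fetuses. With TPM1, abundant in heart muscle, Pearson r was 0.972 in lambs (permutation p = 1e-05, the smallest that the permutations can give; adjusted 6e-05), rho 0.95 (permutation p = 1e-05), 0.968 without the 2 farthest lambs, and 0.958 and 0.986 within the slides. In fetuses r was 0.867 (permutation p = 0.00016, adjusted 0.00048), rho 0.846 (permutation p = 0.00031), 0.867 without the 2 farthest fetuses, and 0.941 and 0.837 within the slides. With UCP1, a marker of brown adipocytes that also hold myoglobin, r was -0.173 in lambs (permutation p = 0.520, adjusted 0.520), rho -0.212 (permutation p = 0.430), -0.380 without the 2 farthest lambs, and -0.173 and -0.175 within the slides. In fetuses it was -0.768 (permutation p = 0.00142, adjusted 0.00284), rho -0.736 (permutation p = 0.00348), -0.609 without the 2 farthest fetuses, and -0.548 and -0.870 within the slides. More or fewer brown adipocytes are argued against as the cause of the spread.

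With the adipocyte gene PLIN1, r was -0.694 in lambs (permutation p = 0.00294, adjusted 0.00441), rho -0.774 (permutation p = 0.00067), -0.824 without the 2 farthest lambs, and -0.515 and -0.830 within the slides. In fetuses r was -0.484 (permutation p = 0.0741, adjusted 0.0889), rho -0.530 (permutation p = 0.0533), -0.520 without the 2 farthest fetuses, and -0.623 and -0.677 within the slides. Heart or other striated muscle taken with the fat may set the MB level of a sample, given the r of 0.972 with TPM1 in lambs. With MB and TNNC2 as covariates, 265 probes were higher and 324 lower in CORT lambs at an unadjusted p under 0.05, and limma called 0 at the adjusted threshold.

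ALB was low or high in single animals of every group. It lay above the middle of its range in 3 of 8 Control fetuses, 3 of 6 CORT fetuses, 5 of 7 Control lambs and 4 of 9 CORT lambs, and no array fell in the gap of 2.76 between the low and the high values of the brighter probe. The gap of the other probe was 0.74, with 2 of 8 Control fetuses above its middle. Both probes lay on the same side of their middle on 29 of 30 arrays, which argues against a spot defect. Liver RNA in the sample would raise other liver transcripts on the same arrays. Between arrays with high and low ALB the medians differed by 5.14 in fetuses and 5.42 in lambs for ALB, and by at most 0.51 for AHSG, APOA1, TTR and SERPINA1 in either age, which argues against it. AHSG itself reached 11.39 in 1 fetus and 9.07 in 1 lamb, both with low ALB, and did not exceed 6.97 on any array with high ALB. An inherited variant at the gene cannot be told apart from other causes, as no genotype is available.

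ASIP was near 7 in Control lambs 3 and 7 and CORT lamb 8 and at 13.20 or above on the remaining arrays, a gap of 5.83. Both probes lay on the same side on 30 of 30 arrays, which argues against a spot defect. An inherited variant in these lambs is a candidate explanation that cannot be told apart from other causes without genotypes.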
